# Peripheral substance P induces deficits in hippocampal synaptic plasticity and memory

**DOI:** 10.1186/s13041-025-01242-6

**Published:** 2025-08-16

**Authors:** Sun Yong Kim, Kyeong-No Yoon, Jungeun Ji, Min-Gyun Kim, Seung Ah Choi, Gunhyuk Park, Won-Woo Lee, Jin Ho Chung, Sang Jeong Kim, Joon-Yong An, Dong Hun Lee, Yong-Seok Lee

**Keywords:** Substance P, Synaptic plasticity, Hippocampus, Long-term potentiation

## Abstract

Substance P (SP) is a neuropeptide that functions in both the central and peripheral nervous systems. Although the peripheral actions of SP in regulating inflammatory responses have been extensively investigated, the effects of elevated peripheral SP on hippocampal functions such as spatial learning and memory remains unclear, even though SP can cross the blood-brain barrier. In this study, we found that male mice subcutaneously injected with SP for 14 days exhibited significant deficits in hippocampus-dependent memory, as assessed by the object place recognition and novel object recognition tests. In addition, long-term potentiation (LTP) at the hippocampal CA3–CA1 synapse was reduced in SP-treated mice. Transcriptomic analyses identified 77 differentially expressed genes (DEGs), and enrichment analysis highlighted pathways related to synaptic transmission, learning, and memory. These results suggest a novel skin–brain neuropeptide signaling axis. Targeting peripheral SP or its receptor may provide a therapeutic avenue for cognitive dysfunction associated with peripheral inflammation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-025-01242-6.

## Introduction

Substance P (SP) is a neuropeptide that functions in both the central and peripheral nervous systems [1, 2]. It is widely distributed in the brain and peripheral organs, with high concentrations in the intestine and skin [3]. In the periphery, SP-containing neurons convey nociceptive signals to the spinal cord, highlighting their roles in pain processing [4–6]. Additionally, SP is critically involved in neurogenic inflammation. For example, SP mediates ultraviolet (UV) irradiation-induced skin inflammation [7]. It was shown that SP-immunoreactive fibers in the skin increase 24 h after UV exposure [8]. Furthermore, SP contributes to itching and inflammation through the activation of neurokinin 1 receptors (NK-1R) in peripheral regions [5, 9] and may influence the balance of cytokines [6].

In addition to its peripheral actions, SP is abundantly present in the central nervous system. SP-containing axon terminals are distributed in the hippocampus, including the CA2 region, stratum oriens of CA1/CA3, and subiculum [10]. Furthermore, SP receptors, particularly NK-1R, are widely expressed in these hippocampal regions [11–13]. Because the hippocampus is critical for spatial learning and memory [14], several studies have investigated the effects of SP on cognitive functions. For instance, blocking NK-1R mRNA in either the hippocampus or striatal marginal division via antisense oligonucleotides impaired spatial learning and memory in rats [15]. Conversely, acute intraperitoneal injection of SP improves water maze performance [16], or facilitates retention test performance when administered after training in rats [17]. These findings suggest that SP signaling in the brain can modulate cognitive processes, although the effects may vary depending on the context, duration, and site of SP exposure.

The skin is not only a barrier and sensory organ but also a large endocrine organ [18]. Recent studies have highlighted skin-brain interactions in modulating brain function [19–21]. SP, produced and released from cutaneous sensory nerve endings [22–24], can enter the systemic circulation and, due to its permeability across the blood-brain barrier, potentially influence central nervous system function [25]. The widespread distribution of NK-1R in the brain, including key hippocampal subregions [11–13], further supports the plausibility of a skin–brain neuropeptide axis mediated by SP. However, the impact of chronic peripheral elevation of SP-such as might occur during persistent skin inflammation-on hippocampal function and cognition remains poorly understood. Here, we hypothesize that chronic elevation of peripheral SP, as observed in conditions such as UV-induced skin aging, can affect hippocampus-dependent memory and synaptic plasticity. Although SP is traditionally recognized for its role in peripheral nociceptive signaling, its ability to cross the blood–brain barrier raises the possibility that sustained increases in peripheral SP may modulate central neural circuits. Therefore, our study was designed to test the hypothesis that persistent peripheral SP elevation impacts hippocampal function, potentially contributing to cognitive impairment through a novel skin–brain neuropeptide signaling axis.

## Materials and methods

### Mice

Male C57BL/6 N mice were purchased from Orient Bio (South Korea) and used for experiments after at least 1 week of adaptation. Eight-to-ten-week-old mice were used in the experiments. Mice were housed under a 12-hour light/dark cycle (lights on: 8:00–20:00) with food and water *ad libitum.*

### Administration of substance P

SP was dissolved in distilled water and stored at -20 °C before use. Substance P (10 µM, 100 µL) was injected subcutaneously (s.c.) for 14 consecutive days. The injection dosage was based on a previous study, which has been shown to induce neutrophil infiltration and mast cell degranulation in mouse skin [26]. The same volume of saline was injected subcutaneously into control mice.

### Behavioral tests

Behavioral tests were performed as described previously with slight modifications [27–29]. In object place recognition (OPR) test, mice were handled for 5 min for 4 days before performing the experiment. For two consecutive days, mice were habituated in a square acrylic box (32 cm × 32 cm × 32 cm) for 15 min, and a local cue (star-shaped) was placed on one side of the box. On the training day, the mice were placed in an acryl box with two identical glass bottles for 10 min to freely wander and explore the objects. Twenty-four hours after training, the mice were exposed to the same square box with the object in the same location and the other object that was moved to a new location. In novel object recognition (NOR) test, one of the objects used on the training day was replaced with a novel object on the test day. All object locations were counterbalanced among the groups, and the box with objects was cleaned between trials. Sessions were videotaped and later analyzed manually while the experimenter was blinded to the experimental groups.

### Electrophysiology

Extracellular field excitatory postsynaptic potential (fEPSP) recordings were performed as previously described [30]. Briefly, hippocampal sagittal slices (400 μm) were prepared by using a vibratome (Campden Instruments, Oxford, UK) in ice-cold artificial cerebrospinal fluid (ACSF; 120 mM NaCl, 3.5 mM KCl, 2.5 mM CaCl_2_, 1.3 mM MgSO₄, 1.25 mM NaH_2_PO_4_, 10 mM glucose, and 26 mM NaHCO₃, oxygenated with 95% O_2_ and 5% CO_2_). The fEPSPs from the Schaffer collateral-CA1 pathway were recorded at 31–32 °C. A stimulation intensity of 40% of the maximum response was selected for this experiment. Input-output relationships were measured by giving 0-100 µA of stimulation intensities and paired pulse ratios by measuring fEPSPs at different time intervals (10, 25, 50, 100, 200, and 400 ms). The theta burst stimulation protocol (four bursts, where each burst consisted of four pulses at 100 Hz and 200-ms inter-burst intervals) was used to induce long-term potentiation (LTP). WinLTP software (WinLTP Ltd., Bristol, UK) was used to record and analyze the data.

### RNA sequencing and analysis

Hippocampi from 3 SP-injected and 3 vehicle-injected mice were analyzed. Read alignment and processing were performed using the Nextflow RNAseq pipeline [31]. Briefly, raw reads were trimmed with TrimGalore (https://github.com/FelixKrueger/TrimGalore), aligned against the mouse reference genome GRCm38 using STAR [32], and quantified with Salmon [33]. Differential gene expression analysis was performed using R package DESeq2 (v1.42.1) [34], adjusting for replicates. Genes with FDR < 0.1 and |log₂FC| >0.3 were considered significant differentially expressed genes (DEGs). Gene Ontology (GO) biological processes enriched for significant DEGs were identified using clusterProfiler (v 4.10.0) [35].

### Statistics

For behavior data such as OPR test and NOR test, a paired two-tailed t-test was used to compare the exploration time (%) of novel object and old object in the same group of mice. LTP data were analyzed using a 2-way ANOVA, and two-tailed unpaired t-test on averaged data collected in the last 10 min of recording. Data normality was assessed by using the Shapiro-Wilk test prior to statistical analysis. For the immunohistochemical analysis of DCX-positive cells, the non-parametric Mann-Whitney U test was applied without a prior normality test due to the small sample size. GraphPad Prism version 9.5.1 (GraphPad Software, San Diego, CA, USA) was used. All data are presented as mean ± SEM.

## Results

### Chronic substance P injection impairs hippocampal learning and memory

To investigate the effects of chronic peripheral SP treatment on hippocampal learning and memory, we injected SP (10 µM, 100 µL) subcutaneously into wild-type male mice for 14 consecutive days. No visible inflammation or histopathological abnormalities were observed in SP-injected mice compared to saline-injected control mice (Supplementary Fig. 1). After 14 days of SP injection, the mice were subjected to the OPR and NOR test which are hippocampus-dependent behavioral tasks (Fig. 1A). In the OPR test, substance P-injected mice did not show a preference for a moved object over an object in a familiar location, while control mice injected with saline spent significantly more time exploring the moved object (Fig. 1B). In addition, SP-injected mice did not differentiate the familiar object from the new object in the NOR test, unlike the vehicle group which spent significantly more time exploring the novel object than the familiar object (Fig. 1C). Collectively, these results show that chronic peripheral SP treatment impairs hippocampus-dependent memory.

**Fig. 1:**
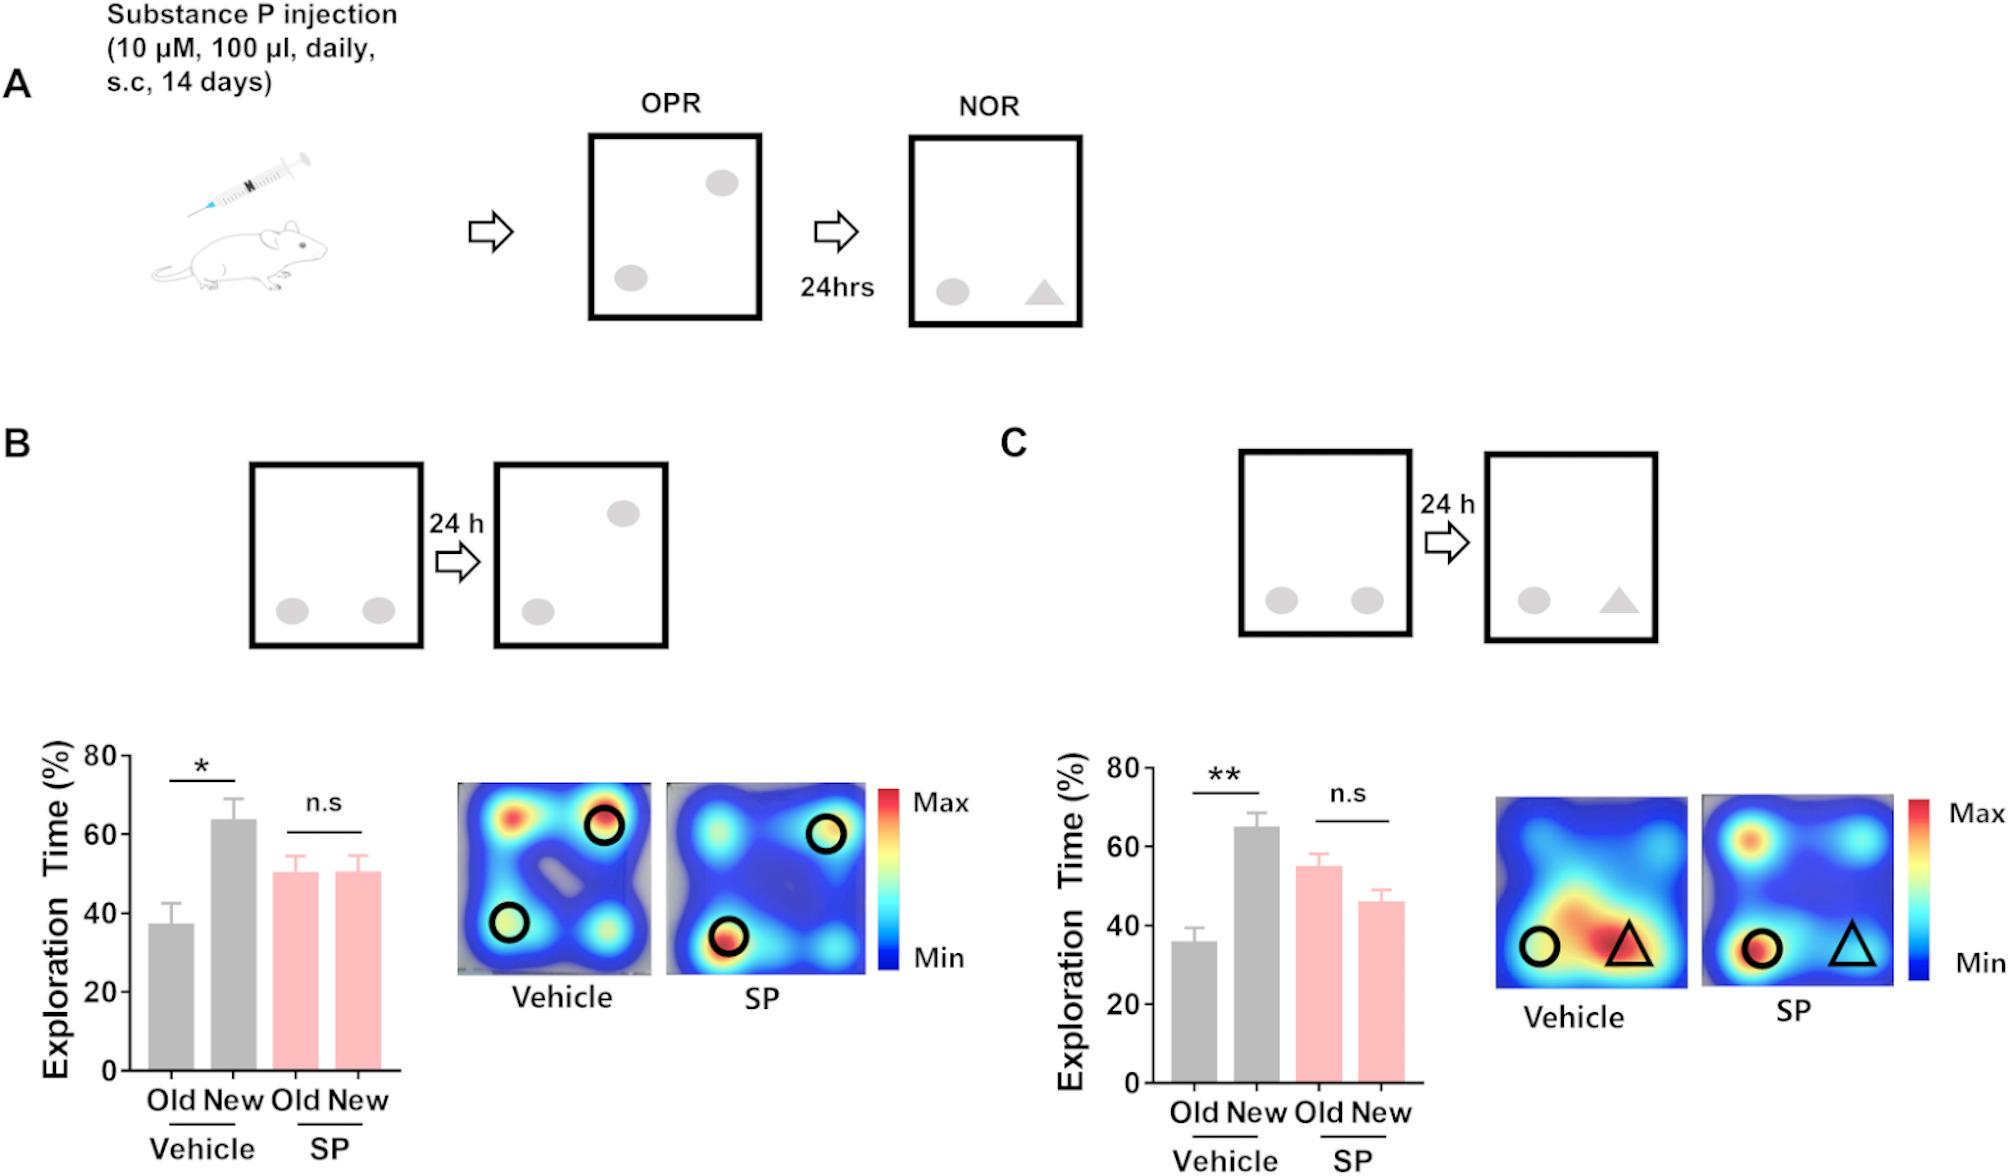
Chronic substance P injection impairs hippocampal learning and memory. (**A**) Experimental scheme for substance P (SP) injection and behavior. Mice were subcutaneously injected with SP (10µM, 100 µL) for consecutive 14 days. The control group was injected with vehicle (saline). Two weeks after the injection, object place recognition (OPR) and novel object recognition (NOR) tests were performed. (**B**) Experimental scheme for the OPR test. In the OPR test, the mice were exposed to two identical objects in a square box for training, and one object was moved to a different location after 24 h. While vehicle group mice (*n* = 13) could differentiate objects moved from the object in the previous place, SP-injected mice (*n* = 15) could not. Paired two-tailed t-test, * *p* = 0.0408 (old vs. new in control group), *p* = 0.9855 (old vs. new in SP group) Representative heat maps of two groups are shown. (**C**) Experimental scheme for NOR test. In the NOR test, mice were exposed to two identical objects during the training session, and one object was replaced with a new object after 24 h. SP-injected mice could not discriminate between a novel object and a familiar object. Paired two-tailed t-test, ** *p* = 0.003 (old vs. new in control group, *n* = 13 mice), *p* = 0.22 (old vs. new in SP group, *n* = 15 mice). Representative heat maps of the vehicle and SP groups are shown.

### Chronic peripheral substance P induces hippocampal LTP deficit

LTP is a cellular mechanism that underlies spatial learning and memory in the hippocampus [14]. We examined whether peripheral SP injection causes deficits in hippocampal LTP by recording fEPSP at the CA3-CA1 Schaffer collateral pathway. Chronic peripheral SP treatment did not have significant effects on the input-output relationship or paired pulse facilitation ratio (PPF) compared to the saline-injected control group (Fig. 2A and B), indicating that basal synaptic transmission or short-term plasticity was not affected. However, the SP-injected group showed significant hippocampal CA3-CA1 LTP deficits compared to the controls (Fig. 2C and D). These findings demonstrate that peripheral administration of SP impairs CA3-CA1 hippocampal LTP, which may underlie the observed memory deficits.

**Fig. 2:**
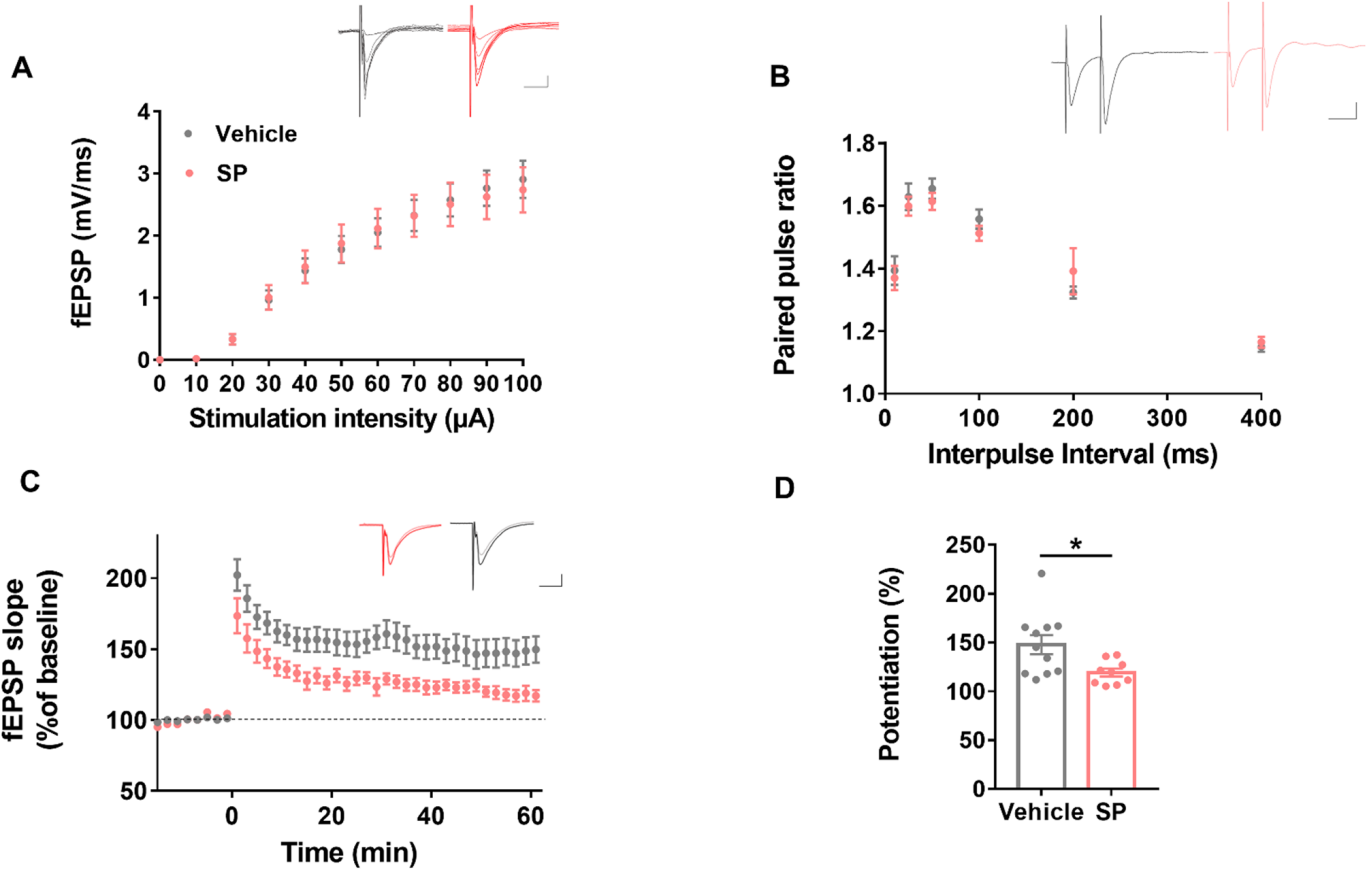
Peripheral substance P induces hippocampal LTP deficit. (**A**) Input-output curves of fEPSP slope in response to increasing stimulus input (0-100 µA) were similar between the substance P (SP) (*n* = 16 slices from 6 mice) and vehicle groups (*n* = 16 from 7 mice). *p* = 0.976 by 2-way ANOVA. Black traces represent input-output curves from the vehicle group. Red traces represent input-output curves from the SP group. (**B**) Paired pulse ratio was comparable between the SP (*n* = 16 slices from 6 mice) and vehicle groups (*n* = 16 slices from 7 mice). *p* = 0.76, 2-way ANOVA. Black traces represent fEPSP traces from the vehicle group and red traces represent the SP group. (**C**) Time course of fEPSP slope. LTP was induced by 4X TBS (4X theta burst stimulation, each burst with four stimuli at 100 Hz, 200 ms inter-burst interval). The SP-injected group (*n* = 9 slices from six mice) had significant LTP deficits compared to the vehicle group (*n* = 11 slices from seven mice). The fEPSP slopes were normalized to the average baseline values. Black traces represent fEPSP traces from the vehicle group and red traces represent fEPSP slopes from the SP group. (**D**) The average fEPSP slope 51–60 min after LTP induction. The SP-injected group (*n* = 9 slices from six mice) showed LTP deficits in the last 10 min compared to the vehicle group (*n* = 11 slices from seven mice). A significant difference: *p = 0.0225 by unpaired two-tailed t-test. Vertical bar, 0.5 mV; horizontal bar, 10 ms. Error bars represent mean ± SEM.

### Chronic peripheral substance P impairs adult neurogenesis in the hippocampus

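Hippocampal RNA was sequenced from 3 male mice injected with SP (10 µM, 100 µL) for 14 days and from 3 male mice injected with the same volume of saline as vehicle. Each mouse gave 1 stranded mRNA library. The authors trimmed the reads with TrimGalore, aligned them to GRCm38 with STAR, quantified them with Salmon and deposited the estimated counts summed per gene, without scaling for library size or gene length. Because Salmon divides reads between genes, 9.77% of the values were not whole numbers, and they were rounded before testing. The 3 libraries labelled vehicle held 23105888, 24560585 and 27605937 counts, and the 3 labelled SP held 23608411, 24284608 and 22349941. At this depth a count of 0 allows an expression of up to 0.109 to 0.135 CPM, the counts relative to the normalized library size as given by edgeR's cpm function. This limit is 3 counts of each library's total and covers counting error only.

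The labels number the mice of each group from 1 to 3 and call that number a batch, so each number holds 1 mouse of each group. It was entered as a block, since the paper's methods adjust for replicates. Across genes, which are not independent replicates, the deviations from the group means in mice with the same number had Pearson's r of 0.0140, -0.0656 and 0.0734. Differences were tested with edgeR's quasi-likelihood test after TMM normalization, over the 17069 of 55421 genes that passed edgeR's filter on low counts. The median standard error of a log2 fold change was 0.0906. All directions refer to the libraries labelled SP relative to those labelled vehicle. With 3 mice in each group, a two-sided exact permutation test of a single gene cannot give a p below 0.1. With labels exchanged only within the 3 replicate pairs, it cannot give a p below 0.25.

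In the 500 most variable genes, the first principal component held 39.5% of the variance and the next held 25.4%. The libraries labelled vehicle lay between -13.8 and -7.91 on the first component, while those labelled SP were spread from -6.37 to 29.6.

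**Figure D1:**
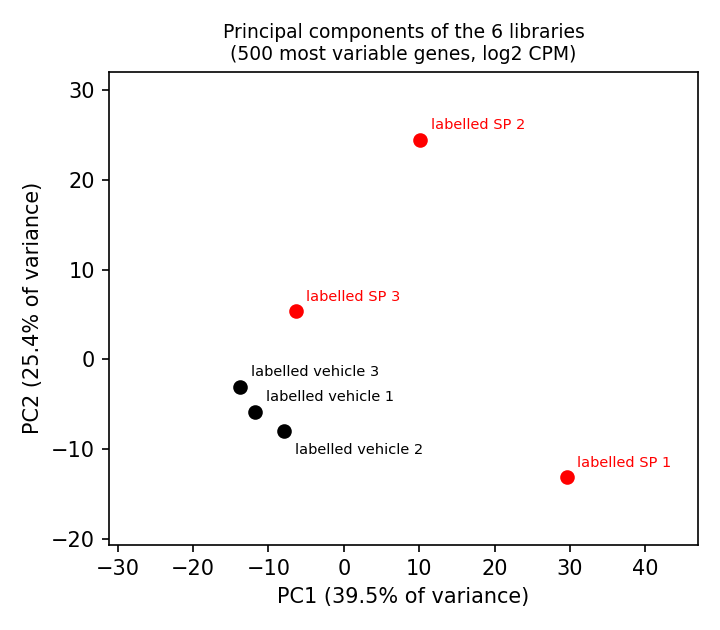
Principal components of log2 CPM in the 500 most variable genes, with 1 point per library, coloured by its label. Library SP 1 lies farthest along the first component at 29.6 and library SP 2 farthest along the other at 24.5, while library SP 3 lies near the libraries labelled vehicle.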

To gain molecular insight into how the chronic peripheral exposure to SP impairs memory and synaptic plasticity, we performed bulk RNA sequencing (RNA-seq) analysis. RNA‑Seq identified 77 DEGs in the hippocampi of SP animals compared to controls at FDR < 0.1 and |log₂FC| >0.3, comprising 44 upregulated and 33 downregulated transcripts (Fig. 3A, Supplementary Table 1). 

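With the replicate number as a block, 5 genes passed FDR < 0.1 and |log2FC| > 0.3 in the deposited counts, 3 of them higher and 2 lower in the libraries labelled SP. Without the block, 2 genes passed, 1 in each direction. All 5 genes had an FDR of 0.0567 and had 0 counts in every library of a whole group. *Gm10409* (ENSMUSG00000096488, chromosome 14 of GRCm38 from 3412614 to 3433800) had 0 counts in each library labelled vehicle and 59, 71 and 63 in those labelled SP, at least 23.1-fold higher. *Gm3020* (ENSMUSG00000079402, chromosome 14 from 3652030 to 3673215) had 77, 69 and 51 counts in the libraries labelled vehicle and 0 in each labelled SP, at least 20.5-fold lower. These 2 genes share 100% and 99.7% of their 31-base sequences with each other, and their summed counts were 77, 69 and 51 against 59, 71 and 63. The other 3 genes, named after their values were seen, changed in 2 of the 3 replicate pairs. *Gm20431* (ENSMUSG00000089739) was at least 39.2-fold higher, *Rpl35a-ps3* (ENSMUSG00000067575) at least 25.6-fold higher and *Fam205a4* (ENSMUSG00000079774) at least 31.5-fold lower. Of the 31-base sequences of *Gm20431* and *Rpl35a-ps3*, 98.9% and 100% occur in other genes, while *Fam205a4* has no entry in the GENCODE M21 annotation used for positions.

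At FDR < 0.2 the number of genes was 8. An unadjusted p under 0.05 was found for 1720 genes, 765 of them higher and 955 lower. The filter on low counts moved the number of DEGs most, since 384 genes passed when it was left out, 118 higher and 266 lower. DESeq2, the tool that the paper names, gave 36 DEGs with the block, 7 higher and 29 lower. Without the block it gave 132, 53 higher and 79 lower. Leaving out both mice of replicate 1, 2 or 3 gave 9, 13 or 36 DEGs. The 1999 genes of Supplementary Table 1 that could be compared, of 12562 it lists, all have a positive fold change in that table, and 97.4% of them had a negative one in the deposited counts, with the labels as given.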

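The gene *Gsg1l* (ENSMUSG00000046182, chromosome 7 of GRCm38 from 125878420 to 126082411, minus strand) encodes an auxiliary protein of the AMPA receptor. Its expression was 43.6 ± 4.23 CPM (SD, n = 3 mice) in the libraries labelled vehicle and 28.8 ± 3.06 CPM (SD, n = 3) in those labelled SP. The log2 fold change was -0.60 (standard error 0.0684, FDR 0.107 from edgeR's quasi-likelihood test), and the gene was lower in 3 of 3 replicate pairs. *Gsg1l* passed the FDR and fold change thresholds with no filter on low counts, with each of the 4 DESeq2 fits planned, and without replicate 2 or without replicate 3. *Cbln4* (ENSMUSG00000067578, chromosome 2 from 172036233 to 172043466, minus strand) had 17.0 ± 2.63 CPM (SD, n = 3) in the libraries labelled vehicle and 9.16 ± 2.69 CPM (SD, n = 3) in those labelled SP. Its log2 fold change of -0.92 (standard error 0.163, FDR 0.308) was also in the same direction in every pair. *Cbln4* passed the thresholds with no filter, with 3 of the 4 DESeq2 fits planned, and without replicate 3.

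Other genes of these pathways were tested as lists that exclude the genes named in the paper, with camera at a preset inter-gene correlation of 0.01. The 16 tested AMPA receptor subunits and auxiliary proteins had a median log2 fold change of 0.018, with genes from -0.29 for *Gria4* to 0.24 for *Cnih2*, and an FDR of 0.517 over the 24 lists. This median was -0.011 without replicate 1. The 10 cerebellins and their partners had a median of -0.018 and an FDR of 0.264. Their median was -0.033, -0.052 and -0.040 without replicate 1, 2 and 3. *Cbln1* fell by 0.55 and *Cbln2* by 0.58 on the log2 scale. Both were lowest in library SP 2, at 5.77 and 3.28 CPM, where the other libraries had at least 8.53 and 6.35 CPM. The rise of 1.71 in *Cbln3* rested on library SP 1, which had 10.5 CPM where the others had 0.344 to 1.03.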

Of particular interest, upregulated DEGs, such as *Gsg1l* (a negative regulator of AMPAR‑mediated transmission) [36] and *Cbln4* (a synaptic adaptor essential for spatial memory) [37], suggest perturbed α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor (AMPAR) homeostasis and cerebellin‑mediated circuit modulation. 

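The genes *Drd1*, *Adcyap1*, *Cckbr*, *Reln*, *Htr1b*, *Mef2c*, *Nr4a2*, *Mag*, *Mbp* and *Sema5b* were examined together with *Gsg1l* and *Cbln4*. All 12 had an unadjusted p under 0.05, and 0 had an FDR under 0.1 over all tested genes. Adjusted over the list alone, 25 of 28 genes set in advance had an FDR under 0.1, which is not independent evidence because the study chose nearly all of them on these samples. In 24 of these 28 genes the 3 libraries of each label did not overlap, where chance gives 10%. *Reln* (ENSMUSG00000042453, chromosome 5 from 21884454 to 22344702) had 94.9 ± 9.44 CPM (SD, n = 3 mice) in the libraries labelled vehicle and 70.4 ± 9.75 CPM (SD, n = 3) in those labelled SP, a log2 fold change of -0.44 (standard error 0.0539, FDR 0.135). *Mef2c* (ENSMUSG00000005583, chromosome 13 from 83504034 to 83667080) changed by -0.44 (standard error 0.0683, FDR 0.245), from 147 ± 18.2 CPM to 108 ± 1.32 CPM (SD, n = 3 each). *Adcyap1*, *Cckbr*, *Htr1b* and *Nr4a2* had log2 fold changes of -1.16, -0.67, -0.33 and -0.39. With DESeq2 and the replicate block, *Reln*, *Mef2c*, *Nr4a2* and *Mag* passed the thresholds, whereas *Htr1b* and *Sema5b* passed them in no fit that was run. In *Adcyap1*, library SP 2 was lowest with 1.58 CPM, and without replicate 2 the log2 fold change was -0.69. That of *Htr1b* was -0.19 without replicate 1.

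The myelin gene *Mag* (ENSMUSG00000036634, chromosome 7 from 30899176 to 30914873) had 142 ± 5.11 CPM in the libraries labelled vehicle and 185 ± 29.4 CPM in those labelled SP (SD, n = 3 each). Its log2 fold change was 0.37 (standard error 0.0946, FDR 0.350). *Mbp* and *Sema5b* had log2 fold changes of 0.38 (FDR 0.415) and 0.26 (FDR 0.430). Without replicate 2 the log2 fold changes of *Mag* and *Mbp* were 0.23 and 0.22. These 3 genes were higher in the libraries labelled SP in 3 of 3 pairs, and the 9 genes of synaptic transmission and memory among the 12 were lower in 3 of 3 pairs.

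**Figure D2:**
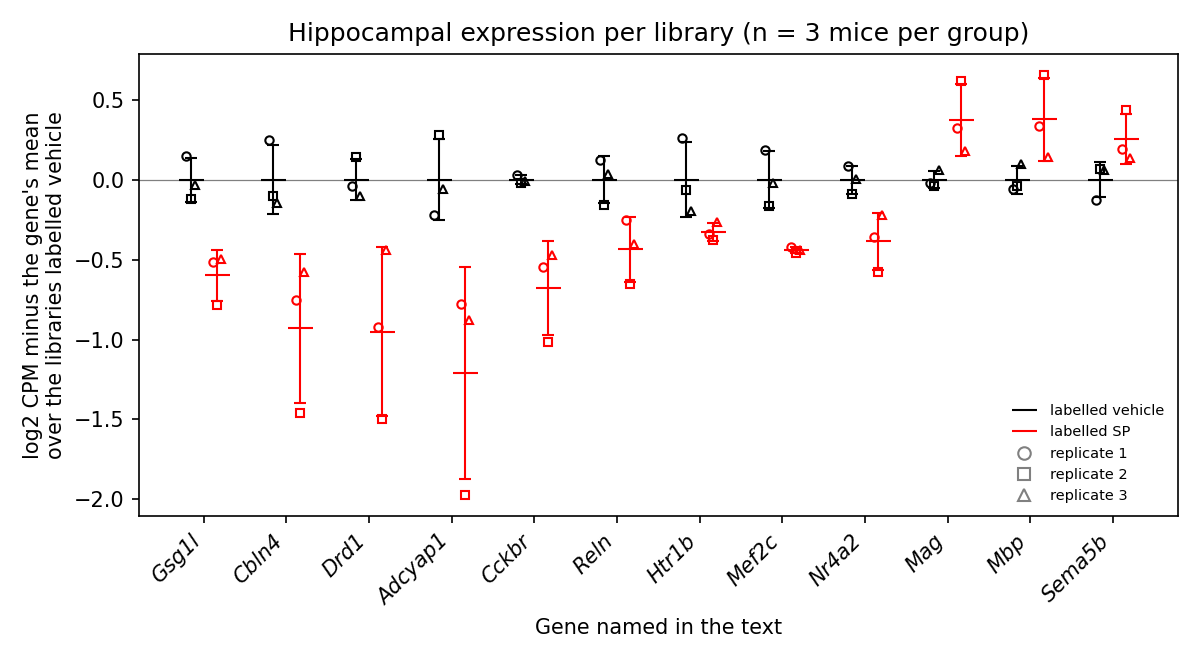
Expression per library of the 12 genes, as log2 CPM minus the gene's mean over the libraries labelled vehicle, with 1 symbol per mouse, horizontal bars at the group means and vertical bars of 1 SD (n = 3). Every library labelled SP lies below 0 for the 9 genes on the left and above 0 for *Mag*, *Mbp* and *Sema5b*, and library SP 2 lies farthest from 0 in each of the 12 genes.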

The GO enrichment analysis revealed that up‑regulated genes clustered in synaptic transmission and membrane potential pathways (*Drd1*,* Adcyap1*,* Cckbr*,* Reln*,* Htr1b*,* Mef2c*) and learning/memory processes (*Drd1*,* Reln*,* Mef2c*,* Nr4a2*), whereas downregulated genes included *Mag*,* Mbp*, and *Sema5b*, which are known to participate in oligodendrocyte maturation, myelination, and axonal guidance [38]. Although these genes have been previously suggested to act as negative regulators of neurogenesis, accumulating evidence indicates that they are more broadly involved in the maturation and maintenance of the neurogenic microenvironment, including the regulation of synaptic connectivity and glial support [39–41]. Their downregulation may thus reflect impaired structural support for neurogenesis rather than the facilitation of stem cell activity (Fig. 3B, Supplementary Tables 2 and 3).

**Fig. 3:**
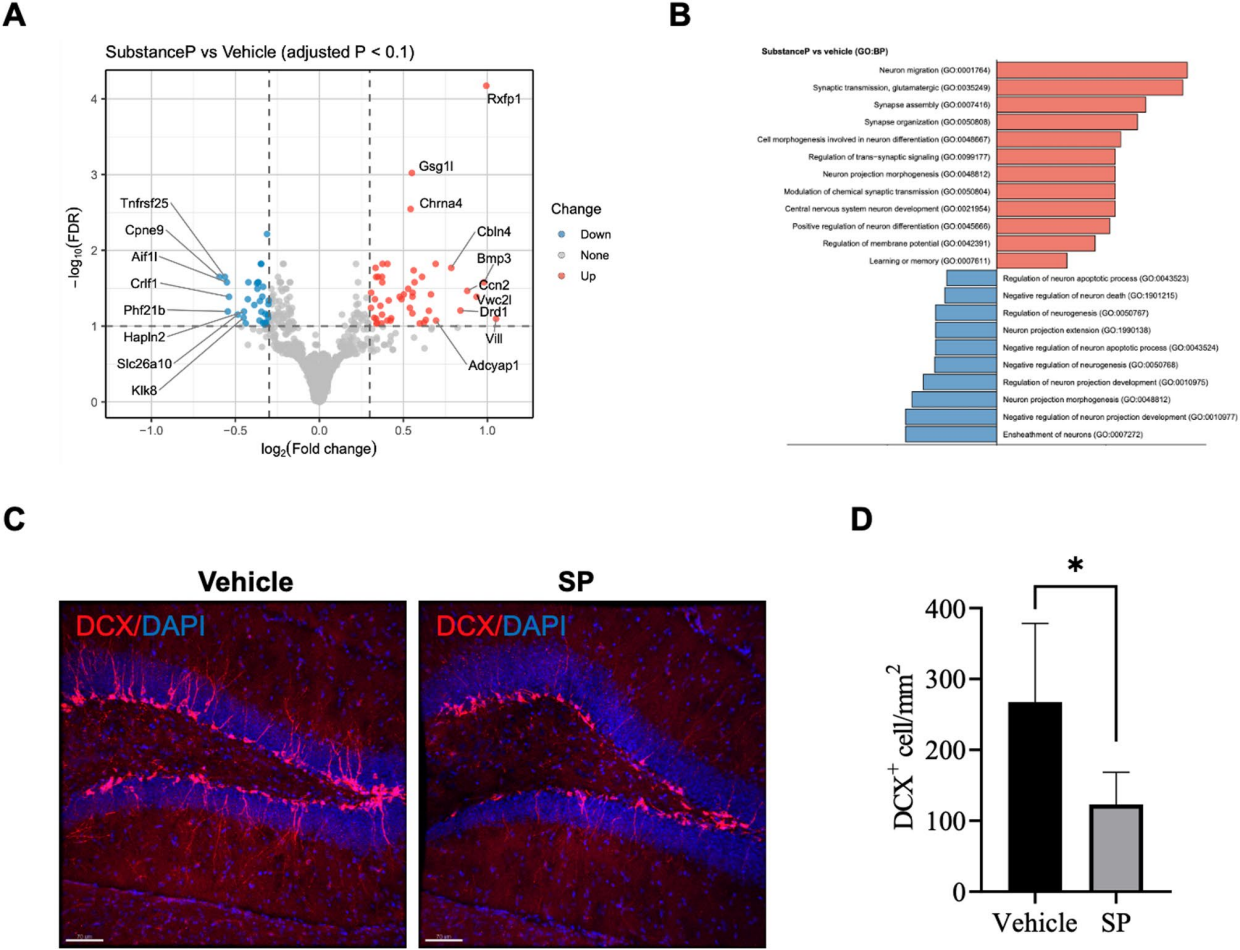
Transcriptomic and histological alterations following peripheral substance P injection. (**A**) Volcano plot showing differentially expressed genes (DEGs) identified by RNA-Seq in the brains of substance P (SP)-injected mice compared with controls (FDR < 0.1, |log₂FC| >0.3). Upregulated genes are indicated in red, downregulated genes in blue, and nonsignificant genes in gray. (**B**) Gene ontology (GO) enrichment analysis of upregulated and downregulated DEGs, highlighting the enriched biological processes associated with synaptic transmission, membrane potential regulation, learning/memory, and neurogenesis. (**C**) Representative immunohistochemical images showing DCX expression in the hippocampal dentate gyrus of control and SP-injected mice. Scale bar = 70 μm. (**D**) Quantification of DCX-positive cells showing a significant reduction in DCX expression following SP injection. Data are presented as mean ± SEM; *p < 0.05, versus control (*n* = 4 per group, Mann–Whitney U test).

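Besides the genes of the text, Fig. 3A labels 14 genes. The 6 genes drawn there as upregulated had log2 fold changes from -1.23 for *Vwc2l* to -0.55 for *Chrna4* in the libraries labelled SP relative to vehicle, and were lower in every replicate pair. *Rxfp1* (ENSMUSG00000034009, chromosome 3 from 79641611 to 79737880) had the lowest FDR of the 14 genes, 0.231. Its expression was 26.4, 27.9 and 29.6 CPM in the libraries labelled vehicle and 14.1 ± 4.05 CPM (SD, n = 3 mice) in those labelled SP, a log2 fold change of -1.02 (standard error 0.145). With DESeq2 and the replicate block, *Rxfp1*, *Chrna4*, *Ccn2* and *Vwc2l* passed FDR < 0.1 and |log2FC| > 0.3. The 8 genes drawn as downregulated had positive log2 fold changes from 0.19 for *Phf21b* to 0.60 for *Tnfrsf25*. Of the 14 genes, 11 had an unadjusted p under 0.05, and in 10 the groups did not overlap. *Aif1l*, *Phf21b* and *Slc26a10* had FDRs of 0.603, 0.672 and 0.573 and were higher in 2 of 3 pairs, so that their differences did not exceed the spread between mice. Without replicate 1 the log2 fold changes of *Aif1l* and *Phf21b* were 0.096 and 0.084, and without replicate 3 they were 0.34 and 0.36. *Slc26a10*, with a log2 fold change of 0.33, had 0.21, 0.15 and 0.62 without replicate 1, 2 and 3, and *Cpne9*, with 0.34, had 0.18 without replicate 2.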

Consistent with the transcriptomic findings, previous studies have also shown that UV irradiation which induces skin inflammation in mouse skin decreases hippocampal neurogenesis [20, 29]. To validate decreases in neurogenesis in the hippocampus, we performed immunohistochemical staining for doublecortin (DCX), a marker of neurogenesis, and observed a significant reduction in DCX expression in the hippocampus of SP-injected mice compared to controls (Fig. 3C and D). Although DCX reflects the presence of immature neurons, it does not mark proliferating cells. Therefore, it may indicate reduced neuronal maturation rather than definitively confirming a reduction in progenitor proliferation.

## Discussion

SP levels are elevated in chronic inflammatory skin conditions including psoriasis [42] and atopic dermatitis [43], and various external stressors, particularly UV irradiation, can enhance peripheral SP expression [8]. These findings suggest that chronic inflammatory skin diseases may adversely affect hippocampal function, potentially mediated through elevated peripheral SP signaling. Although previous studies have addressed the function of SP in the central nervous system, particularly in stress mechanisms and mood regulation [44–46], the impact of chronic peripheral SP on hippocampal LTP and memory has not been thoroughly studied. In guinea pig hippocampal slices, acute SP treatment increased baseline fEPSP slopes and significantly increased synaptic potentiation via NK-1R activation [47]. In contrast, we found that chronic SP treatment via subcutaneous injection impaired hippocampal LTP without affecting the basal fEPSP slope in mice. These discrepant results may be attributed to the different durations of SP exposure. While the previous study applied SP only during slice recording [47], we administered it chronically for two weeks in vivo. In addition, differences in experimental species and administration methods may also have contributed to these different outcomes.

Consistent with these behavioral and electrophysiological deficits, hippocampal RNA-seq revealed significant dysregulation of genes related to synaptic transmission, neurogenesis, and dopamine signaling. 

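For genes related to synaptic transmission, a list of 11 NMDA receptor subunits and plasticity kinases had a median log2 fold change of 0.11 and an FDR of 0.0637 from camera. It passed a threshold of 0.05 with no filter on low counts, without replicate 1 and without replicate 3. It also passed with a correction for GC content and length that was chosen after seeing the data. Without replicate 2 its median was 0.042 and its camera FDR 0.926. Under a correlation estimated for each list its FDR was 0.825, and with fry, another test of gene lists, it was 0.770. The neurogenesis marker *Dcx* (ENSMUSG00000031285, chromosome X from 143855842 to 143933311) had 33.7 ± 2.09 CPM (SD, n = 3 mice) in the libraries labelled vehicle and 25.3 ± 4.62 CPM (SD, n = 3) in those labelled SP. This is a log2 fold change of -0.43 (standard error 0.107, FDR 0.347), lower in 3 of 3 replicate pairs. Without replicate 2 it was -0.27. *Dcx* passed the thresholds with no filter on low counts and with DESeq2 without the replicate block. A list of 11 other genes of immature neurons had a median of -0.039 and an FDR of 0.942, with genes from -0.25 for *Stmn1* to 0.55 for *Eomes*. Its median was 0.032 without replicate 2. The 8 genes of proliferating cells had a median of 0.065, an FDR over the lists that was also 0.942, and a median of -0.019 without replicate 3. From the functions of its DEGs, the paper proposes that altered synaptic and dopaminergic genes and a weakened neurogenic environment accompany the deficits in memory and LTP. For neurogenesis it also rests on histology, where DCX staining was lower in mice injected with SP.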

DEGs such as the synaptic‑transmission gene *Gsg1l* and the synaptic adaptor *Cbln4* further implicate disrupted AMPAR regulation and spatial-memory circuitry in the observed phenotypes. In addition, our RNA-seq analysis revealed downregulation of genes such as *Mbp*, *Mag*, and *Sema5b*, which are involved in glial differentiation, myelination, and neuronal integration [48]. 

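Outside the genes that the paper names, 16 markers of oligodendrocytes and myelin had a median log2 fold change of 0.29 in the libraries labelled SP relative to vehicle (camera FDR 2.87e-08, 14 of 16 genes higher). Under a correlation estimated for each list, the FDR of this list was 0.586, and with fry it was 0.615. *Mobp* had a log2 fold change of 0.35 (standard error 0.128, FDR 0.440). The median of the list was 0.14 without replicate 2 and 0.42 without replicate 3. *Enpp2*, which fell by 1.17, is also abundant in choroid plexus and was lowest in library SP 1 with 219 CPM. The 8 markers of oligodendrocyte precursors had a median of 0.12 (camera FDR 0.0474), which was 0.031 without replicate 2. Under an estimated correlation the FDR of these precursor markers was 0.742, and with fry it was 0.634. *Pdgfra* and *Cspg4* were lower, at -0.064 and -0.075, and the other 6 markers were higher.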

While these genes are not canonical markers of neurogenesis, their reduced expression may indicate broader neurodevelopmental and neuroplastic changes that compromise the neurogenic microenvironment. These alterations may indirectly contribute to the observed suppression of adult hippocampal neurogenesis. Furthermore, given that DCX labels immature neurons but not proliferating progenitor cells, future studies incorporating additional markers such as Ki-67 or BrdU will be necessary to more comprehensively characterize changes in adult hippocampal neurogenesis. Reduced neurogenesis has been implicated in memory deficits and impaired hippocampal plasticity [29, 49]. Interestingly, although *Mag*, *Mbp*, and *Sema5b* are sometimes referenced as negative regulators of neurogenesis, their primary roles lie in glial differentiation, myelination, and axon guidance [48]. The observed reduction in their expression may reflect a compromised neurogenic niche or disrupted neural maturation processes rather than promoting neurogenesis per se. This interpretation aligns with the reduced DCX expression observed in SP-injected mice, suggesting an overall suppression of adult hippocampal neurogenesis.

Notably, we found that *Drd1*, a dopamine D1 receptor gene critical for hippocampal LTP and memory consolidation, was markedly upregulated in the hippocampus of SP-exposed mice. This observation raises the possibility that altered dopaminergic signaling may contribute to memory impairments. 

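The *Drd1* gene (ENSMUSG00000021478, chromosome 13 of GRCm38 from 54051183 to 54055705, minus strand) was measured at a low level. It had 4.69 ± 0.427 CPM (SD, n = 3 mice) in the libraries labelled vehicle and 2.53 ± 0.900 CPM (SD, n = 3) in those labelled SP. The log2 fold change was -0.92 (standard error 0.246, FDR 0.359), and expression was lower in 3 of 3 replicate pairs. Library SP 2 was lowest with 1.66 CPM, and the log2 fold change was -0.60 without replicate 2. *Drd1* passed the FDR and fold change thresholds with no filter on low counts and with DESeq2 without the replicate block. Of 11 other genes of dopamine signaling, 8 were expressed highly enough to be tested, and their median log2 fold change was 0.051 (FDR 0.942 over the lists). *Drd5* rose by 0.30 (standard error 0.0903, FDR 0.403) and *Ppp1r1b* fell by 0.28 (standard error 0.0908, FDR 0.416). In library SP 3, *Ppp1r1b* had 77.5 CPM, within the 70.3 to 79.6 CPM of the libraries labelled vehicle. The median of the 8 genes was -0.062 without replicate 1 and -0.030 without replicate 3.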

Although a previous study has suggested that chronic peripheral stressors, such as UV exposure, can modulate dopaminergic pathways [29], further experimental validation is required to determine whether *Drd1* plays a causal role in SP-induced hippocampal dysfunction. Together, these results suggest that peripheral stressors, whether inflammatory or environmental, may converge on dopaminergic signaling pathways to disrupt hippocampal function.

A major limitation of the present study is the lack of pharmacological or genetic interventions targeting the SP–NK1R signaling axis. Although our findings implicate peripheral SP in hippocampal dysfunction, definitive causal inference will require future studies employing NK1R antagonists or genetically engineered models with selective disruption of this pathway. It is worthy to note that our histological analyses did not reveal overt inflammatory changes in the skin at the injection sites (Supplementary Fig. S1), although SP and its receptor NK-1R are known to participate in neuroinflammatory processes [50]. Given this, our findings suggest a model in which chronic peripheral SP elevation disrupts hippocampal signaling pathways including dopaminergic and neurogenic pathways, leading to impaired synaptic plasticity and memory. However, we cannot fully exclude the possibility of subclinical immune activation, which may not be apparent through conventional histological evaluation. Future studies assessing peripheral cytokine levels, such as IL-1β and TNF-α, as well as mast cell degranulation, would be valuable in clarifying whether immune-related mechanisms contribute to the observed hippocampal deficits.

Although peripheral SP has been shown to cross the blood-brain barrier via a carrier-mediated nonendocytic mechanism [25], our study does not provide direct evidence of SP accumulation in the brain. Therefore, we cannot exclude the possibility that the observed hippocampal effects may be mediated indirectly through peripheral immune responses, systemic cytokine signaling, or hypothalamic–pituitary–adrenal (HPA) axis activation. Future studies using labeled SP tracers or BBB permeability assays will be essential to clarify whether SP directly reaches the hippocampus or exerts its effects via alternative systemic pathways. Accordingly, we speculate that excessive peripheral SP can directly modulate hippocampal synaptic plasticity. However, future studies are needed to clarify whether peripheral SP directly reaches the brain to cause LTP deficits or exerts its effects via other systemic mechanisms.

In conclusion, our findings provide evidence that excessive peripheral SP impairs hippocampal memory and synaptic plasticity. This study not only reveals a novel role of peripheral SP in hippocampal function but also offers insight into the mechanisms underlying skin-brain interactions. These findings expand the understanding of peripheral neuropeptide-mediated modulation of central nervous system functions, and highlight potential therapeutic targets for cognitive deficits associated with peripheral stressors.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1: List of differentially expressed genes in the hippocampus of SP-treated mice

Supplementary Material 2: Gene Ontology pathway of up-regulated DEGs

Supplementary Material 3: Gene Ontology pathway of down-regulated DEGs

Supplementary Material 4

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE301993. Further inquiries can be directed to the corresponding authors.

## Abbreviations

AMPAR: α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor
ANOVA: analysis of variance
DCX: doublecortin
DEG: differentially expressed genes
FDR: false discovery rate
fEPSP: field excitatory postsynaptic potential
GO: gene ontology
LTP: long-term potentiation
NK-1R: neurokinin 1 receptor
NOR: novel object recognition
OPR: object place recognition
PPF: paired pulse facilitation ratio
SP: substance P
UV: ultraviolet

# Supplementary material for: Peripheral substance P induces deficits in hippocampal synaptic plasticity and memory
**Source:** Mol Brain. 2025 Aug 16;18:69. doi: 10.1186/s13041-025-01242-6
**Supplement:** Supplementary file 4 — Supplementary Material 4

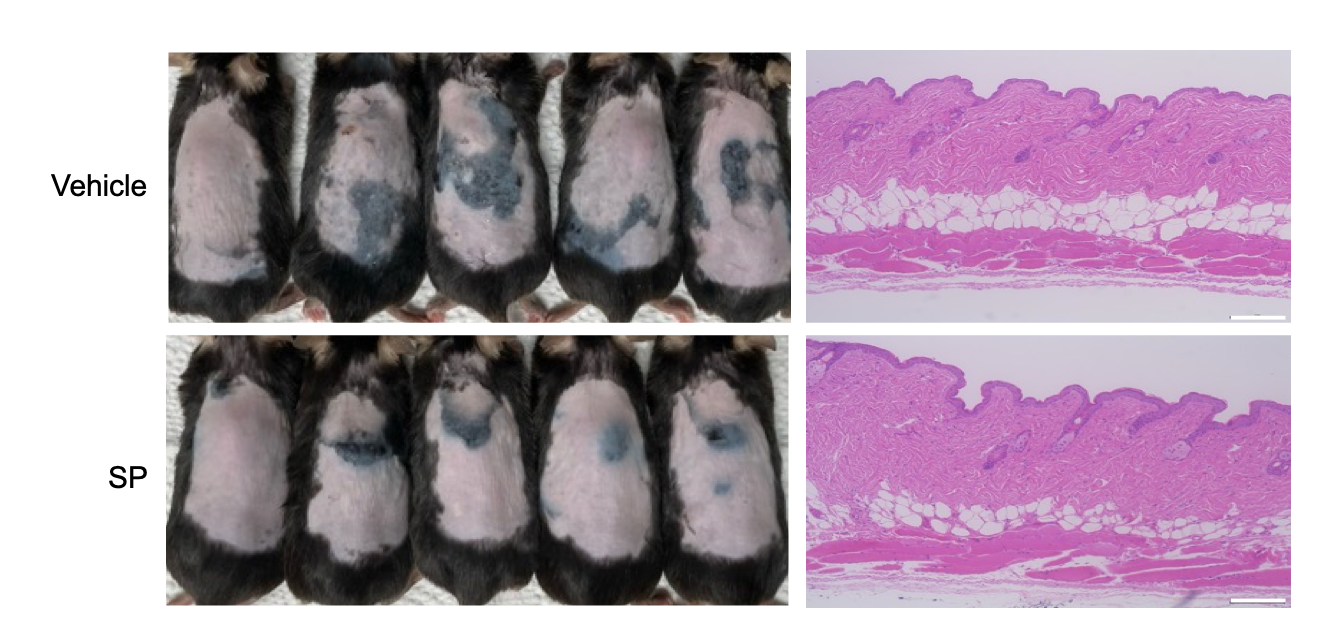

**Supplementary Figure. S1.**

Representative gross images and H&E-stained sections of the skin at the injection site 14 days after subcutaneous substance P injection, showing no visible inflammation or histopathological abnormalities compared to saline-injected controls. Scale bar = 10 μm.

How the deposited data were processed for this re-analysis (not part of the article)

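The deposited file holds 1 table with a column for each of 6 libraries of hippocampal RNA, from 3 male mice injected with SP and 3 injected with saline (vehicle). Each column was matched to its mouse by the sample labels, and the replicate number in the labels is there called a batch. Behavior, electrophysiology and histology were not analysed here. The values are estimated counts per gene as the authors obtained them: the reads were trimmed with TrimGalore, aligned to GRCm38 with STAR and quantified with Salmon in the Nextflow RNAseq pipeline. They are scaled neither for library size nor for gene length. The table lists 55421 genes, of which 28039 had at least 1 count and 230 share a symbol with another gene, so that genes were followed by their Ensembl identifiers. Counts were rounded to whole numbers. Positions, transcript lengths, GC content and transcript sequences came from GENCODE M21 on GRCm38, which holds 55154 of the identifiers. The paper does not name the annotation release.

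Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10 and minimum total count of 15, which left 17069 genes. Libraries were normalized by TMM, with factors from 0.993 to 1.01, and tested by the quasi-likelihood functions glmQLFit and glmQLFTest with the replicate number as a block. P-values were adjusted by the Benjamini-Hochberg method, and genes with FDR < 0.1 and |log2FC| > 0.3 were called DEGs, the thresholds of the paper. Expression is given as CPM, the counts relative to the normalized library size from edgeR's cpm function, as mean ± SD over 3 mice. A fold change against a group with 3 counts or fewer in every library was computed against 3 counts and given as a lower bound. Sex was checked by 2 genes: *Xist* had at most a few counts in any library and *Ddx3y* had at least 460 counts in each.

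The libraries held between 22349941 and 27605937 counts, and between 16496 and 16990 genes with at least 10 counts. The 10 most abundant genes took 6.43% to 7.99% of the counts. Pearson's r of log2 CPM between libraries ranged from 0.985 to 0.992 across genes. Whether the replicate number pairs the mice was tested by correlating deviations from the group means across genes. The number was kept as a block whatever this showed, because the paper's methods adjust for replicates.

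Most genes named in the text follow a rule set before the data were examined. They are the 12 genes of the paper's text, the 14 others labelled in Fig. 3A, *Dcx*, *Tacr1*, up to 5 DEGs in each direction that moved alike in all 3 replicate pairs, and the members of the gene lists. Outside this rule, *Gm20431*, *Rpl35a-ps3*, *Fam205a4*, *Tph1*, *Sag*, *Chrnb4*, *Fat2*, *Pcp2* and *Cnpy1* were chosen after their values were seen. The genes that share sequence with a DEG, the genes used to check sex and those of a pair of lists described below were added for their tests. The tests, the alternatives and 24 lists of genes were also set before the data were examined, and the genes of the paper's DEG tables were left out of the lists. Of 230 list genes, 217 were tested. The lists cover markers of neocortical layers, layer 6b and subplate, subiculum, CA1, CA3, dentate granule cells, striatal neurons, thalamic neurons, choroid plexus, leptomeningeal fibroblasts, oligodendrocytes and myelin, oligodendrocyte precursors, microglia, astrocytes and GABAergic interneurons. They also cover inflammatory response genes, immature neuron and neurogenesis genes, genes of proliferating cells, immediate early genes, AMPA receptor genes, NMDA receptor and plasticity kinase genes, cerebellins and their partners, dopamine genes, and tachykinins with their receptors. Each list was tested against all other tested genes by camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, and called at an FDR under 0.05 over the 24 lists. Camera with an estimated correlation and fry were run beside it. A further pair of lists, 8 pineal and photoreceptor-type genes and 7 cerebellar neuron genes, was written after other genes of these kinds had been noticed and before the values of its own genes were seen.

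The alternatives left out the replicate block, the filter or each replicate number in turn, and used a filter of at least 10 counts in every library, relative log expression or upper quartile normalization, limma-voom, an FDR under 0.05, or no minimum fold change. DESeq2 1.42.0 was run with and without the block and, with the block, with fold changes shrunken by a normal or a Cauchy prior. The paper names DESeq2 and an adjustment for replicates, but not the model formula or a shrinkage. Chosen after seeing the data were DESeq2 without the block with a Cauchy prior, DESeq2 with the replicate number as a numeric covariate, edgeR's newer form of the test with bias-adjusted deviances, and a correction of each library's trend on GC content and transcript length. Of these fits, 8 were tested on simulated data with 200 changed genes. The changed genes were all well counted, and the simulated counts held no effect of dissection or replicate. Not tested in this way were the other normalizations and filters, the left-out replicates, the numeric covariate, the Cauchy prior without the block, and the correction for GC content and length. In the simulated data edgeR with the block recovered 88% of them with 36 false calls, DESeq2 with the block 83% with 12, and DESeq2 with the block and a normal prior 49% with 0.

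Sequence sharing was measured as the percent of the 31-base sequences in a gene's transcripts that occur in transcripts of other genes. In 200 random tested genes its median was 0.454%, and 9 of them shared the larger part of their sequence. The comparison with the paper's tables used the 1999 genes held of the 12562 in Supplementary Table 1, and the other 10563 were not used here.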

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

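The results below are signals in genes that the paper does not discuss. The tests of the 24 gene lists by camera and fry, with each normalization, without each replicate and in other splits, and the tests of the 8 pineal-type genes, of the 7 cerebellar-type genes and of GC content for the myelin genes were set before their results were seen, and the other tests in this part were chosen after the result was seen.

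All 3 genes called higher in the libraries labelled SP had 0 counts in each library labelled vehicle. *Gm20431* was at least 39.2-fold higher, *Rpl35a-ps3* at least 25.6-fold and *Gm10409* at least 23.1-fold. *Gm20431* had 0, 127 and 196 counts in SP 1, 2 and 3, so that it did not follow the labels in each library. Reads shared between paralogs or pseudogenes are a candidate source of such all-or-none counts, since Salmon has to divide them. *Gm10409* shares 100% of its 31-base sequences with *Gm3020*, which was called lower, and the sum of both genes was 77, 69 and 51 counts under the vehicle label and 59, 71 and 63 under the SP label, a log2 ratio of 0.061. *Rpl35a-ps3* shares 100% of its sequence with *Rpl35a-ps2*. Its group of 5 pseudogenes summed to 87, 109 and 110 counts against 105, 122 and 124, a log2 ratio of 0.32 in CPM, on which scale the groups did not overlap. For *Gm10409* and *Gm3020* the sum is in line with a division of shared reads that went one way in one group of libraries and the other way in the other. *Rpl35a-ps3* did not follow the labels in each library, as it had 118 counts in SP 2 and 0 in SP 3. Its group had counts in each library, which is in line with a division of shared reads as the source of the counts of 0, but leaves the ratio of 0.32 unexplained.

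For *Gm20431* the same explanation cannot be told apart from a change in the gene. Of its 31-base sequences, 98.9% occur in other genes, 70.4% of them in *Ube2v1*, but the partner is too abundant for a sum to show the difference. *Fam205a4*, called lower, is also undecided, and had 185, 105 and 0 counts in the libraries labelled vehicle. Its sequence was not compared because its identifier is missing from the annotation, and the genes with the name Fam205a summed to 188, 159 and 181 counts against 139, 86 and 121, a log2 ratio of -0.50. Only *Gm10409* and *Gm3020* followed the labels in each library. Why a division of reads would follow the labels was not tested, and a strain variant was not tested either. An effect of SP on these genes stays open and untested.

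In library SP 2, *Gnb3* reached 23.3 CPM, while the other 5 libraries were at most 0.180 CPM. *Tph1* (29.2 CPM), *Sag* (15.3 CPM) and *Chrnb4* (15.1 CPM) had been noticed in that library first. Pineal tissue in that dissection is a candidate explanation. Of the 8 genes written down for this test, 8 were highest in library SP 2, among them *Rom1* with 10.8 CPM, which the other libraries also expressed at 2.90 to 5.16 CPM. The remaining 7 genes of the list were at most 0.384 CPM in any other library, but *Gngt1* had only 3 counts in SP 2, which is at the limit, so that its place says nothing. No other technical explanation and no biological explanation was tested, and the other mice labelled SP did not show the signal.

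In library SP 1, *Gabra6* reached 3.96 CPM, while the other 5 libraries were at most 0.166 CPM. *Cbln3* (10.5 CPM), *Fat2* (6.86 CPM) and *Pcp2* (2.39 CPM), noticed first, were also highest there, whereas *Cnpy1*, also noticed first, had 7.22 CPM in SP 2, 4.82 CPM in SP 1 and at most 0.718 CPM in the others. Cerebellar tissue in that dissection may be the source, but only 2 of the 7 genes written down for the test were highest in that library, *Gabra6* and *Car8*. *Zic1*, *Zic2* and *Slc1a6* are expressed in every library at 6.35 CPM or more, which would hide a small share, and *Barhl1* was near the limit of 3 counts. *En2* had 1.92 CPM in SP 1 but 2.82 CPM in SP 2, and at most 0.849 CPM in the other libraries, so it was not near the limit and yet not highest in SP 1. The test leaves the explanation open. No biological explanation was tested.

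Of the 24 gene lists, 4 were higher in the libraries labelled SP at an FDR under 0.05 from camera. The median log2 fold change was 0.29 for oligodendrocytes and myelin (FDR 2.87e-08, 14 of 16 genes higher), 0.24 for dentate granule cells (FDR 0.00155, 9 of 10), 0.22 for CA3 pyramidal cells (FDR 0.0173, 5 of 7) and 0.12 for oligodendrocyte precursors (FDR 0.0474, 6 of 8). Under an estimated inter-gene correlation or fry, 0 lists passed. By library, the median of the dentate granule cell list was 0.31, 0.54 and -0.13 in SP 1, 2 and 3, relative to the mean of the libraries labelled vehicle. Without replicate 2 the 4 medians, in the order above, were 0.14, 0.095, 0.13 and 0.031, and the oligodendrocyte list alone still passed. The dentate granule cell median was 0.15 without replicate 1 and 0.41 without replicate 3.

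The tables argue against GC content or gene length as the whole cause for 3 of these lists. With each library's trends removed, the oligodendrocyte median stayed at 0.29, and the lower of the CA3 and dentate granule cell medians was 0.19, with all 3 past the threshold, whereas the precursor list no longer passed at a median of 0.11. Normalization by relative log expression or upper quartile left the medians of the dentate granule cell and CA3 lists within 0.22 to 0.24. A larger share of oligodendrocytes or white matter in the libraries labelled SP is consistent with the 0.29 of the whole list, while astrocyte and microglia markers had medians of -0.0048 and -0.015. A larger share of all hippocampal pyramidal and granule cells cannot be told apart from a change within the dentate gyrus and CA3, because the CA1 list had a median of 0.045 with genes from -0.18 to 0.46. Of the 4 splits of the libraries that part all 3 replicate pairs, 2 gave as many lists past the threshold, the labelled one with 10 and another with 12. An effect of SP remains an open explanation that these data do not separate from the dissection.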

How the results depend on the processing

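The number of DEGs depended on the processing more than any other result. Relative log expression or upper quartile normalization, or no minimum fold change, left the 5 DEGs with 3 higher and 2 lower in the libraries labelled SP, and under each of these normalizations all 5 genes were shared. Without the replicate block there were 2 DEGs, 1 higher and 1 lower, as with limma-voom. With no filter on low counts there were 384, 118 higher and 266 lower, of which 37 had a group with at most 3 counts in every library. With at least 10 counts required in every library there were 0 DEGs, 0 higher and 0 lower, and 1663 genes with an unadjusted p under 0.05; here the 5 DEGs are no longer tested and so have no value. At an FDR under 0.05 there were 0, with the same 1720 genes at an unadjusted p under 0.05.

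DESeq2 with the replicate block gave 36 DEGs, 7 higher and 29 lower, and without it 132, 53 higher and 79 lower. With the block and a normal prior there were 4 DEGs, 0 higher and 4 lower. With the block and a Cauchy prior there were 26, 2 higher and 24 lower. None of these DESeq2 fits shared a DEG with the 5 above. The fits that each left out one replicate gave from 9 to 36 DEGs, from 4 to 8 higher and from 5 to 28 lower. Without replicate 1, 2 or 3 the totals were 9, 13 and 36, so that library pair 3 moved the number most.

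Among the alternatives chosen after seeing the data, DESeq2 without the block and with a Cauchy prior gave 93 DEGs, 31 higher and 62 lower. DESeq2 with the replicate number as a numeric covariate gave 77, 25 higher and 52 lower. The newer form of edgeR's test gave 8, 5 higher and 3 lower, and the correction for GC content and length gave 6, 3 in each direction. The cause of these differences in number was not tested, though the filter and the left-out replicates also change how many genes or samples are tested.

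Of 24 lists, 10 passed an FDR of 0.05, and from 4 to 13 did in the fits that each left out one replicate, with 4 without replicate 2. Camera with an estimated correlation and fry each gave 0, with 2 and 3 lists at an unadjusted p under 0.05. The other alternatives gave from 7 to 12. Without replicate 2, the subiculum median went from -0.49 to -0.13 and that of the tachykinins from -0.42 to -0.070. Without replicate 1, that of choroid plexus went from -1.10 to -0.33 and that of immediate early genes from -0.082 to -0.014, whereas without replicate 3 they were -1.70 and -0.36. The leptomeningeal median, -0.29, was -0.46 without replicate 1 and -0.18 without replicate 2, and the striatal median, -0.073, was -0.16 without replicate 2 and -0.27 without replicate 3.

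The direction of 9 lists was reversed in some fit, each of them a list that had not passed the threshold. The inflammatory list, -0.17, was 0.027 without the block and 0.019 with at least 10 counts in every library. Across the 3 fits that each left out one replicate, its median ranged from -0.21 to 0.094. Over the same fits, medians ranged from -7.30e-04 to 0.086 for CA1, from -0.26 to 0.073 for thalamic neurons (0.053 without replicate 2), from -0.00361 to 0.038 for astrocytes, from -0.17 to 0.070 for GABAergic interneurons and from -0.043 to 0.032 for immature neurons. They ranged from -0.019 to 0.064 for proliferating cells, from -0.011 to 0.027 for AMPA receptor genes and from -0.062 to 0.099 for dopamine genes (-0.030 without replicate 3). The cause of these reversals was not tested, and the fits that left out a replicate also had fewer samples.

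Under the alternatives set before the data were examined, 322 values of single genes named here kept their direction and their side of the thresholds. A further 20 kept the direction but no longer passed, 70 kept the direction and now passed, and 0 reversed. For the lists these numbers were 210, 33, 8 and 13. *Gsg1l* ranged from -0.67 to -0.32, *Reln* from -0.47 to -0.30 and *Mef2c* from -0.51 to -0.31 over these alternatives. The Cauchy prior with the block shrank some fold changes to nearly 0, among them *Drd1* (-5.75e-04), *Cckbr* (-0.0014) and *Dcx* (-0.0018). Low precision did not set these genes apart. *Vwc2l* and *Bmp3*, with standard errors of 0.255 and 0.192 in edgeR, kept -1.12 and -0.98. Those of *Cckbr* and *Dcx* were 0.120 and 0.107.

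Depth limits the lists with weakly expressed genes: 5 of 12 inflammatory response genes and 8 of 11 dopamine genes had enough counts to be tested. Of changes simulated at a log2 fold change of 1, 98% were recovered by edgeR with the block, and of those at 0.5, 78%. Only well-counted genes were changed there, without effects of dissection or replicate, so these shares say nothing of weakly expressed genes. They may also be too high for the deposited counts, where *Rxfp1*, at -1.02, was not called (FDR 0.231 from edgeR's quasi-likelihood test).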

Differences from the paper's values

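At the paper's thresholds, 5 genes were DEGs in the deposited counts, where the paper reports 77. With the labels as deposited, 3 were higher and 2 lower in the libraries labelled SP. On the direction of the paper's Supplementary Table 1, which is opposite to that of the labels, these are 2 upregulated genes against the paper's 44 and 3 downregulated genes against the paper's 33. None of the alternatives set before the data were examined came within 1.5 times of the paper's values for the total or for either direction. On the paper's direction, DESeq2 with the replicate block gave 36 DEGs, 29 upregulated and 7 downregulated, and DESeq2 without the block gave 132, 79 upregulated and 53 downregulated. With the replicate number as a numeric covariate in DESeq2, a model chosen after seeing the values, the total was 77, the paper's number, with 52 upregulated and 25 downregulated against the paper's 44 and 33. With DESeq2 without the block and a Cauchy prior, also chosen after seeing the values, the total was 93, with 62 upregulated and 31 downregulated.

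The paper's text counts 44 upregulated DEGs, whereas 48 genes are marked as upregulated in its Supplementary Table 1, and 48 upregulated and 28 downregulated genes entered its GO analysis.

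The paper describes *Gsg1l*, *Cbln4*, *Drd1*, *Adcyap1*, *Cckbr*, *Reln*, *Htr1b*, *Mef2c* and *Nr4a2* as upregulated and *Mag*, *Mbp* and *Sema5b* as downregulated. In the libraries labelled SP relative to vehicle, the log2 fold changes of the first 9 were -0.60, -0.92, -0.92, -1.16, -0.67, -0.44, -0.33, -0.44 and -0.39, and those of the other 3 were 0.37, 0.38 and 0.26. The 6 further genes drawn as upregulated in Fig. 3A were lower and the 8 drawn as downregulated were higher. *Dcx*, which has a positive fold change in Supplementary Table 1, had -0.43. On the direction of that table, the values of 16 genes that could be compared, *Dcx* among them, ranged from 0.33 to 1.23 against the paper's 0.33 to 1.05. Of these, 0 differed by more than the larger of 2 errors, the SD over the replicate pairs here and the paper's standard error. This is a loose limit, as both values come from the same libraries. *Adcyap1*, at 1.16 against the paper's 0.69, stayed within its SD of 0.91 but not within the paper's standard error of 0.33. Under the alternatives set before the data were examined, 10 of the 16 differed with the normal prior, 5 with the Cauchy prior and 1 without replicate 2.

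The paper counts *Gsg1l* and the other named genes among its DEGs, and 0 of them had an FDR under 0.1 here. Of the 28 genes named in advance, 20 were called with no filter on low counts, all of them in the paper's text or Fig. 3A except *Dcx*. DESeq2 with the block called 10, which were *Gsg1l*, *Cbln4*, *Reln*, *Mef2c*, *Nr4a2*, *Mag*, *Rxfp1*, *Chrna4*, *Ccn2* and *Vwc2l*, and called the same 10 with a Cauchy prior. With a normal prior it called *Gsg1l*, *Mef2c* and *Rxfp1*. DESeq2 without the block called 17, among them *Drd1*, *Adcyap1* and *Cckbr*, but not *Ccn2* or *Vwc2l*. Without replicate 2, *Gsg1l*, *Reln*, *Mef2c*, *Rxfp1* and *Ccn2* were called, and without replicate 3, *Gsg1l*, *Cbln4*, *Rxfp1*, *Bmp3* and *Vwc2l*. Of the fits chosen after seeing the values, DESeq2 without the block with a Cauchy prior called 17, DESeq2 with the numeric covariate 12, and the newer form of edgeR's test and the correction for GC content and length each called *Gsg1l*. *Mbp* was called with no filter, and *Htr1b* and *Sema5b* in 0 of these fits. The genes *Gm10409*, *Gm3020*, *Gm20431*, *Rpl35a-ps3* and *Fam205a4*, which were called here, are not named in the paper's text.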

Other observations

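The tests of neighbouring tissues, oligodendrocytes and immature neurons were set before the data were examined for the direction that the paper gives, and were turned to the direction of the labels after the values were seen. The tests of the other lists, and the count of lists and of edgeR's DEGs in other splits, were also set before. The tests of GC content for the paper's genes and the myelin genes were set before their results were seen, and the remaining tests were chosen after.

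The fold changes were opposite in sign to the paper's. Of the 1999 genes of Supplementary Table 1 that could be compared, all with a positive fold change there, 97.4% were lower in the libraries labelled SP. Of the 48 marked as upregulated, 48 were lower, 47 of them in all 3 replicate pairs, with a median log2 fold change of -0.56. The mean counts were nevertheless those of the paper, with a median ratio of 0.997. Across genes, which are not independent replicates, Pearson's r of log10 p with the paper's was 0.821 for DESeq2 without the block and 0.792 with it. In the 9 other splits of the 6 libraries into 3 and 3 the highest r was 0.374, which argues against an exchange of 1 library of each group. An exchange of the names of all 6 libraries and a contrast taken the other way in the paper cannot be told apart by these values, since both predict the same 97.4%. The paper's histology found less DCX staining after SP, the direction that *Dcx* mRNA has under the labels (-0.43). That is 1 gene, stained as protein, so it does not decide between them. Expression of *Xist* and *Ddx3y* does not help, as all mice were male.

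With DESeq2 and no block, 1 of the 10 splits of the libraries gave as many DEGs as the 132 of the labelled split, and the other 9 gave from 0 to 11. With edgeR and the block, 1 of the 4 splits that part all 3 replicate pairs gave as many as 5, and the other 3 gave 0. The 6 splits that part 1 pair are not comparable, as they put both mice of a number into the same group, and they gave 0, 61 or 81. With so few splits no share under 0.1 can be reached, and none under 0.25 among the 4 splits that part all pairs.

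Genes that the paper calls upregulated were lower in the libraries labelled SP, with the median of -0.56 given above. With each library's trends on GC content and length removed the median was -0.58, which argues against these trends as the cause. Less neighbouring tissue in these dissections is a candidate explanation. The 13 neocortical layer markers had a median of -0.17 (FDR 5.75e-06, 12 lower), and the 6 tested subiculum markers had a median of -0.49 (FDR 6.12e-04, 5 lower). Both lists passed the threshold, but the subiculum list did not without replicate 2, when its median was -0.13. Neocortical markers moved unevenly: *Tshz2* changed by -0.87 and *Cux2* by -0.64, while *Etv1*, the most abundant at 98.5 to 140 CPM, changed by -0.17 and *Rasgrf2* by -0.019. All 13 were expressed in the libraries of both labels, so that hippocampal cells may contribute to them, and *Sulf1*, at -1.11, was lowest in library SP 1 like the choroid plexus genes. The median for 7 markers of layer 6b and subplate was -0.14 with an FDR of 0.0865. Over the alternatives its FDR ranged from 0.0406, with at least 10 counts in every library, to 0.984, without replicate 3, and its median was -0.32 without replicate 2, which leaves that tissue open. Striatal tissue cannot be decided either, because the 10 striatal markers had a median of -0.073 (FDR 0.0698) with 6 genes lower and 4 higher. Their median was -0.16 without replicate 2 and -0.27 without replicate 3. The list passed the threshold without replicate 3 (FDR 0.00219) and with the trends on GC content and length removed (FDR 0.0306), while over the alternatives its FDR reached 0.615. The biological explanation, an effect of SP on these genes, was not tested apart from this and stays open, as does the direction of the labels.

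Higher myelin genes could reflect more oligodendrocytes or white matter, as the whole list rose by 0.29 where *Mag* and *Mbp* rose by 0.37 and 0.38. With the trends on GC content and length removed the median was also 0.29. Whether white matter differed through the dissection or through the injections was not tested.

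Lower *Dcx* mRNA (log2 fold change -0.43) stood beside a list of 11 other immature neuron genes with a median of -0.039 whose members went both ways. Fewer immature neurons therefore cannot be told apart from a change in *Dcx* itself.

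In library SP 1, 8 of 8 choroid plexus markers were at their lowest, which is in line with less choroid plexus tissue in that library. *Ttr* had 125 CPM there and from 2542 to 4300 CPM in the other 5 libraries. The list had a median log2 fold change of -1.10 between the labels (FDR 1.06e-06), -0.33 without replicate 1 and -1.70 without replicate 3. *Enpp2* of the oligodendrocyte list fell with it. No biological explanation was tested for a single library.

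Leptomeningeal markers had a median of -0.29, with 10 of 10 genes lower and an FDR of 7.80e-07, and 2 of them, *Igf2* and *Slc13a4*, are also expressed in choroid plexus. The median was -0.46 without replicate 1 and -0.18 without replicate 2. Tachykinins and their receptors had a median of -0.42 (FDR 0.0304, 4 of 4 tested genes lower), which was -0.070 without replicate 2. *Tacr1*, the gene of NK-1R (ENSMUSG00000030043), had 2.45 ± 0.228 CPM (SD, n = 3 mice) under the vehicle label and 1.75 ± 0.263 CPM (SD, n = 3) under the SP label, a log2 fold change of -0.48 (standard error 0.190, FDR 0.462). Immediate early genes had a median of -0.082 with an FDR of 0.0498, by library -0.48, -0.25 and 0.28 in SP 1, 2 and 3. Without replicate 1 the median was -0.014 and without replicate 3 it was -0.36, and the FDR ranged from 7.23e-07 to 0.770 over the alternatives.

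The remaining lists did not pass the threshold. Inflammatory response genes had a median of -0.17 over 5 tested genes (FDR 0.999), thalamic markers -0.10 (FDR 0.617), GABAergic interneuron markers -0.066 (FDR 0.0865) and CA1 markers 0.045 (FDR 0.172). The thalamic list passed without replicate 1 at a median of -0.26, and the interneuron list passed without replicate 1 at -0.15, without replicate 3 at -0.17, and with the trends on GC content and length removed at -0.13, but without replicate 2 their medians were 0.053 and 0.070. The medians were -0.015 for microglia (FDR 0.942) and -0.0048 for astrocytes (FDR 0.901). Over the lists, 0 genes had an FDR under 0.1 among all tested genes, 20 did when adjusted over the 217 tested genes of the lists together, 46 did when each was adjusted over the list alone, and 57 had an unadjusted p under 0.05.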
